# Identification of MicroRNA 395a in 24-Epibrassinolide-Regulated Root Growth of *Arabidopsis thaliana* Using MicroRNA Arrays

**DOI:** 10.3390/ijms140714270

**Published:** 2013-07-09

**Authors:** Li-Ling Lin, Chia-Chi Wu, Hsuan-Cheng Huang, Huai-Ju Chen, Hsu-Liang Hsieh, Hsueh-Fen Juan

**Keywords:** brassinosteroids, miR395a, root growth, *Arabidopsis thaliana*, microRNA array

## Abstract

Brassinosteroids (BRs) are endogenous plant hormones and are essential for normal plant growth and development. MicroRNAs (miRNAs) of *Arabidopsis thaliana* are involved in mediating cell proliferation in leaves, stress tolerance, and root development. The specifics of BR mechanisms involving miRNAs are unknown. Using customized miRNA array analysis, we identified miRNAs from *A. thaliana* ecotype Columbia (Col-0) regulated by 24-epibrassinolide (EBR, a highly active BR). We found that miR395a was significantly up-regulated by EBR treatment and validated its expression under these conditions. miR395a was over expressed in leaf veins and root tissues in EBR-treated miR395a promoter::GUS plants. We integrated bioinformatics methods and publicly available DNA microarray data to predict potential targets of miR395a. GUN5—a multifunctional protein involved in plant metabolic functions such as chlorophyll synthesis and the abscisic acid (ABA) pathway—was identified as a possible target. ABI4 and ABI5, both genes positively regulated by ABA, were down-regulated by EBR treatment. In summary, our results suggest that EBR regulates seedling development and root growth of *A. thaliana* through miR395a by suppressing GUN5 expression and its downstream signal transduction.

## 1. Introduction

In 1970, a new family of plant hormones, brassins, was reported but later found to be a mixture of multiple compounds [1]. In 1979, another steroid hormone named brassinolide was identified from rape pollen of *Brassica napus* and its structure determined [2,3]. A number of related steroid hormones have since been isolated and collectively classified under the general term brassinosteroids (BRs). To date, more than 50 BR forms including 24-epibrassinolide (EBR) have been identified in a wide variety of plant species [4]. In an attempt to understand how BRs act on plant growth and in what mechanisms they are involved, numerous studies have been and are being conducted in wide-ranging fields, including structural biology, plant physiology, molecular biology, and genetics [5]. Concurrent with biosynthetic research, a large number of BR-deficient or -insensitive mutants have been investigated, among them the *bri*1 mutant, which enabled the exploration of the affected gene’s role in BR receptor expression [6]. The components of the BRs signal transduction pathway have subsequently been studied in an effort to discriminate the relevant mechanisms [7].

BRs are structurally similar to animal and insect steroid hormones [8] and are products of the isoprenoid biosynthetic pathway; however, they differ in their subsequent metabolism of squalene-2,3-epoxide. While in animals the compound is converted to the precursor of cholesterol and steroid hormones, lanosterol, it is metabolized to cycloartenol in plants, which is the parent compound of all plant sterols [3,5,7].

In 2001, a study comparing *A. thaliana* ecotype Columbia (Col-0) with BR-deficient mutants demonstrated that BR stimulates seed germination by reversing ABA-induced dormancy [9]. A recent study showed that 2 μM of exogenous BR reduced the inhibitory effect of high salt concentrations on seed germination and promoted early stages of seedling growth in *Brassica napus* [10]. Another study indicated that overexpression of the gene *AtDWF4*, essential for BR biosynthesis, was able to overcome ABA-induced inhibition of seed germination [11]. It has been proposed that exogenous BR can regulate other endogenous hormones, and the effect of BR on other plant hormones has been explored in several studies [12].

Plant miRNAs occupy only a small number of functional genes. Currently, 299 *A. thaliana* miRNAs are recorded in miRBASE (release 19) [13]. miRNAs bind to complementary sequences on target mRNAs and in plants mostly act to degrade them [14]. Complementary features of plant miRNAs target their mRNAs by an almost perfect match; most miRNA binding sites exist in coding exons [14,15]. Recently, miRNAs have been reported to be hypersensitive ubiquitous stress regulators: *i.e.*, they function to mediate expression of their target genes when unbalanced nutrient conditions are encountered [15]. miR399 and miR395 have been identified as being involved in sulfate- and phosphate-starvation responses [16,17].

While recent studies with a structural, genetic, molecular, transcriptomic and proteomic focus have helped elucidate the regulatory mechanisms of the BRs signaling pathway [18–21], the mechanisms of miRNA involvement with BRs are unknown. To gain insights into the mechanism of BR actions at the molecular level, we carried out global screening of miRNAs in *A. thaliana*, which responds rapidly to EBR treatment, successfully investigating potential targets of miRNA and their interaction in plant development.

## 2. Results and Discussion

### 2.1. EBR Regulates the Root Development of *Arabidopsis*

We monitored the morphology of EBR-treated seedlings for root length measurement and germination analysis. It has previously been shown that *Arabidopsis* with different levels of BRs display differences in root development [22,23]. Low concentrations (0.1 and 0.5 nM) of exogenous BRs promoted root elongation in wild-type strains and BR-deficient mutants [22]. In contrast, higher concentrations (1–100 nM) were inhibitory for primary root elongation, instead promoting lateral root formation [23,24]. In this study, we treated *Arabidopsis* with 10 nM EBR. Our results show that primary root length was significantly decreased (*p* < 0.01) and the number of lateral roots was significantly increased (*p* < 0.05) (Figure 1). Expression levels of *BRU6* and *SAURAC-1* genes in *Arabidopsis* were regulated by EBR stimulation (Figure S1), results that corroborate previous studies [21,24]. The development of germination was maintained after EBR treatment, but the root phenotype appeared obviously curved in our germination analysis (Figure 2). Based on these results, we confirm that the root development of *Arabidopsis* can be regulated by EBR at concentrations like those used in our treatments.

### 2.2. Identification of EBR-Regulated miRNAs in *Arabidopsis*

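The miRNA profiles came from 8 single-colour arrays with probes for 161 *A. thaliana* miRNAs. Whole 7-day-old seedlings were exposed for 30 or 180 min to EBR at 10 nM in the medium or to a mock solution holding the solvent DMSO, and Cyanine 3-labelled total RNA of each of the 4 groups was hybridised to 2 arrays. The authors deposited 1 value per miRNA and array, already summarised over the probes in GeneSpring with the median of all samples as the baseline; the paper's text names neither a background correction nor a scaling between arrays. For 43 miRNAs the deposited values had a median of 1 over the 8 arrays, that is, they were linear ratios to the miRNA's own median, which hold no differences in level between miRNAs; these 43 were tested. The lowest value was 0.01. A further 114 miRNAs were at 0.01 on all 8 arrays and 4 on some arrays only, and their medians were not 1. Between 44 and 47 miRNAs were above 0.01 on each array.
The median ratio over the 43 miRNAs was 0.818 and 0.931 on the mock arrays at 30 min, 0.970 and 0.988 on the EBR30 arrays, 1.07 and 1.08 on the mock arrays at 180 min and 1.12 and 1.02 on the EBR180 arrays. On the log2 scale these array medians were 0.22 higher at 180 min than at 30 min (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). They were 0.17 higher in EBR30 than in mock at 30 min (two-sided exact permutation test, p = 0.333, the smallest that 2 arrays against 2 allow), and at 180 min the difference between EBR and mock was -0.01. A linear model with a mean for each group was fitted to the log2 ratios with limma, without further scaling, and EBR was compared with mock at each time with Benjamini-Hochberg adjustment over the 43 miRNAs. In this model the spread was shared by all miRNAs, which gave each log2 fold change the same standard error of 0.125. The comparison at 30 min was also made after centring each array on its own median, since the array medians of the groups differed. The number of arrays limits the precision of every comparison. The p-values treat the 2 arrays of a group as independent, and the paper's text does not say whether they came from separate cultures. If they did not, the p-values measure the spread between arrays and not between cultures.

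**Figure D1:**
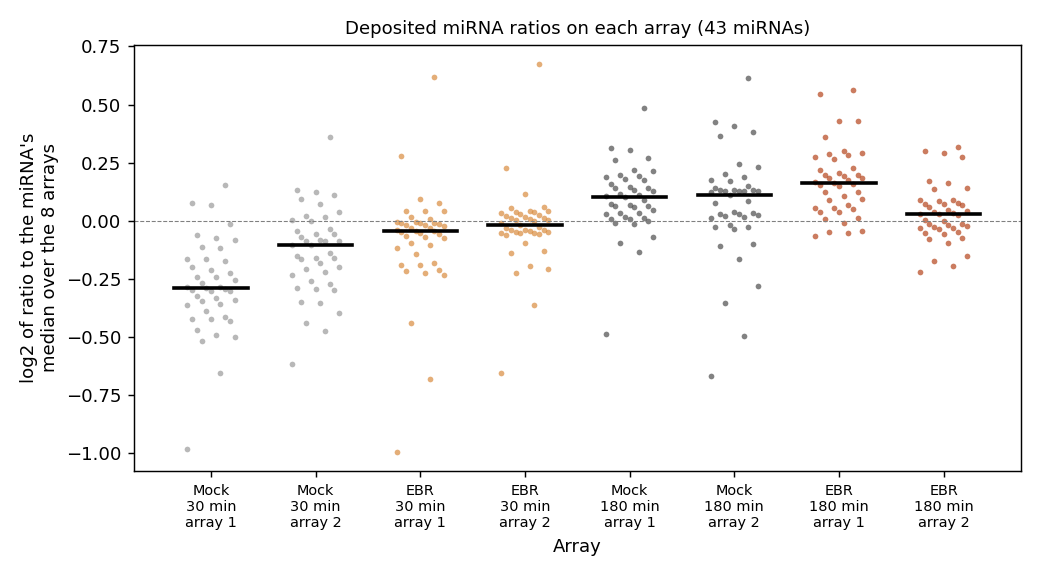
Log2 of the deposited ratio (y axis) of the 43 tested miRNAs on each of the 8 arrays (x axis, 2 arrays for each treatment and time). Each point is 1 miRNA and each black line is the median of an array; the medians run from -0.29 on the first mock array at 30 min to 0.16 on the first EBR180 array.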

To explore the role of miRNAs in BR-mediated pathways, we analyzed differences in miRNA profiles between control (mock solution) and EBR treatments from customized miRNA microarrays. Seeds were separately cultured under exogenous 10 nM EBR treatments for 30 (EBR30) or 180 (EBR180) minutes (Figure 3), and total RNA of all seedlings was extracted after seven days of growth. 

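Between the duplicate arrays, the squared Pearson correlation of the log2 ratios across the 43 tested miRNAs was 0.744 for mock at 30 min, 0.586 for EBR30, 0.266 for mock at 180 min and 0.576 for EBR180. These values are correlations across miRNAs, which are not independent replicates, and they were computed on ratios to each miRNA's median, in which differences in level between miRNAs no longer count. Over all 161 miRNAs on the linear scale, with the 0.01 values included, they lay between 0.961 and 0.985, a setting chosen after the data were seen. Of these miRNAs, 114 were at 0.01 on all arrays and 43 were set to a median of 1. That contrast alone brings the correlation close to 1, so these values do not measure the agreement of duplicates. The median absolute log2 difference between duplicates was 0.15 for mock at 30 min, 0.07 for EBR30, 0.09 for mock at 180 min and 0.14 for EBR180. Part of the difference within a pair ran through the whole array. The 2 mock arrays at 30 min differed by 0.19 in their median log2 ratio and the EBR180 arrays by 0.13, against 0.03 for EBR30 and 0.01 for mock at 180 min. The largest log2 difference between duplicates of any group was 0.77, for miR825 in EBR30 (a miRNA named after its values were seen), and that between the mock arrays at 180 min was 0.70, for miR398b.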

A scatter plot of probe intensities of duplicate microarrays shows no difference (*R*^2^ > 0.99) among the duplicates, therefore validating the consistency of our microarray experiments (Figure S2).

The expressed fold changes of miRNAs from EBR-treated seedlings were normalized to a DMSO-treated control. 

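Over the 4 groups, 29 of the 43 tested miRNAs passed the threshold of 0.05 in limma's moderated F-test without adjustment, and 27 passed it after Benjamini-Hochberg adjustment. All 14 miRNAs of Table 1 were among the 29, and 13 of them were among the 27. With each miRNA's own spread, as in the one-way analysis of the methods, 22 passed unadjusted, including the 14 of Table 1, and 9 passed after adjustment.
In the comparison of EBR30 with mock, 16 miRNAs passed the adjusted threshold, 13 of them higher and 3 lower in EBR30. The log2 fold changes at this time had a median of 0.18, with 33 of the 43 miRNAs higher. When each array was centred on its own median, 8 miRNAs passed, 4 higher and 4 lower, and 5 of the first 16 were still called in the same direction. At EBR180 7 miRNAs passed, 4 higher and 3 lower, with a median log2 fold change of -0.02, and after centring 13 passed, 7 higher and 6 lower. The alternative that moved these counts most took each miRNA's own spread from the arrays of each comparison alone. It is the methods' t-test, which they name for independent groups, while for the arrays they name the one-way analysis. In it 9 miRNAs at EBR30 and 4 at EBR180 passed unadjusted and 0 passed after Benjamini-Hochberg adjustment at either time. The counts also changed when single arrays were left out. Leaving out an array leaves 1 in its group and lowers the precision, so a lost call need not mean a smaller change. Without EBR30 replicate 1 the log2 fold change of miR824 was 0.41, above the 0.35 with all arrays. Without mock replicate 1 that of miR169a was 0.15, below the 0.34 with all arrays. At EBR30 6 miRNAs passed without mock replicate 1 at 30 min, 5 without EBR30 replicate 1 and 9 without EBR30 replicate 2, and at EBR180 2 passed without EBR180 replicate 1 and 2 without mock replicate 2 at 180 min. Of the 14 miRNAs in Table 1, 7 passed at EBR30 and 3 at EBR180. Adjusted over the list alone these counts were 8 and 4, which is not independent evidence because the list was chosen on these arrays. Only miR161.2 passed at both times, and miR173, miR158a, miR157d, miR159a and miR400 passed at neither time. After centring 4 of the 14 passed at EBR30 and 7 at EBR180. The 3 that then passed at both times were miR169h, miR395a and miR397a, while miR161.2 passed at EBR180 only, as did miR157d and miR400.

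**Figure D2:**
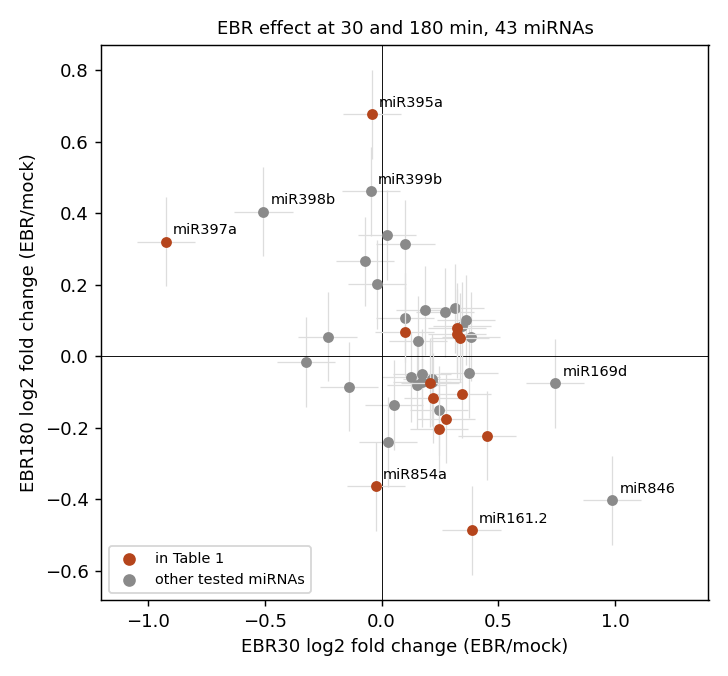
Log2 fold change of EBR over mock at 30 min (x axis) against that at 180 min (y axis) for the 43 tested miRNAs, with standard errors of 0.125 as grey bars. Red points are the 14 miRNAs of Table 1, which lie both among the largest changes and near 0 at 1 or both times.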

Fourteen miRNAs with significantly different expression ratios (*p <* 0.05) (Table 1) from both EBR30 and EBR180 treatments were selected for hierarchical clustering (Figure 4A). Among these, 11 miRNAs were up-regulated and three down-regulated for EBR30, and six up-regulated and eight down-regulated for EBR180. Of these, miR395a exhibited the highest fold change (1.6-fold) from microarray data at EBR180. Similarly, EBR-treated seedlings showed a higher expression of miR395a (4.3-fold) than control seedlings in real-time PCR (qPCR) analysis (Figure 4B). These results validate that miR395a expression is up-regulated by EBR.

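Of the 11 miRNAs of Table 1 that were higher in EBR30 than in mock, miR169h had the largest log2 fold change (0.45, adjusted p = 0.00346 from limma) and miR159a the smallest (0.10, adjusted p = 0.530). The 3 lower miRNAs were miR397a with a log2 fold change of -0.92 (adjusted p = 1.12e-10), miR395a with -0.04 and miR854a with -0.03, so that the changes of the last pair were smaller than their standard error of 0.125. After centring of the arrays miR159a changed sign, to -0.07, and the split at EBR30 became 10 higher and 4 lower; after quantile normalization miR173 also did, with 9 higher and 5 lower. At EBR180 the 8 lower miRNAs ranged from -0.07 for miR173 to -0.49 for miR161.2, and of the 6 higher ones miR397a had a log2 fold change of 0.32 (adjusted p = 0.0586), while miR160a, miR159a, miR156h and miR169a lay between 0.05 and 0.08. The adjusted p of miR397a at EBR180 was 0.00548 after centring and 0.0221 after quantile normalization, both past the threshold, in a range up to 0.387 over the alternatives. It was also past the threshold without either mock array at 30 min or without EBR180 replicate 2. Without EBR180 replicate 1 the small changes of miR160a, miR159a and miR156h at 180 min changed sign, and that of miR156h also did so without mock replicate 2.
The ratio of miR397a was 1.20 ± 0.121 (SD, n = 2 arrays) in mock and 0.629 ± 0.00771 in EBR30, and 0.913 ± 0.0307 in mock and 1.14 ± 0.111 in EBR180. That of miR161.2 was 0.766 ± 0.0226 in mock and 1.00 ± 0.00511 in EBR30, a log2 fold change of 0.39 (adjusted p = 0.0150 from limma), and 1.35 ± 0.0675 in mock and 0.969 ± 0.132 in EBR180 (adjusted p = 0.00291). The adjusted p of miR161.2 at 30 min was 0.0670 after centring, within a range from 0.00117 to 0.282 over the alternatives, and it was above 0.05 without mock replicate 1, EBR30 replicate 1 or EBR30 replicate 2; at 180 min it was above 0.05 without EBR180 replicate 2. The EBR effect differed between 30 and 180 min past the adjusted threshold for 7 of the 14 miRNAs.

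**Figure D3:**
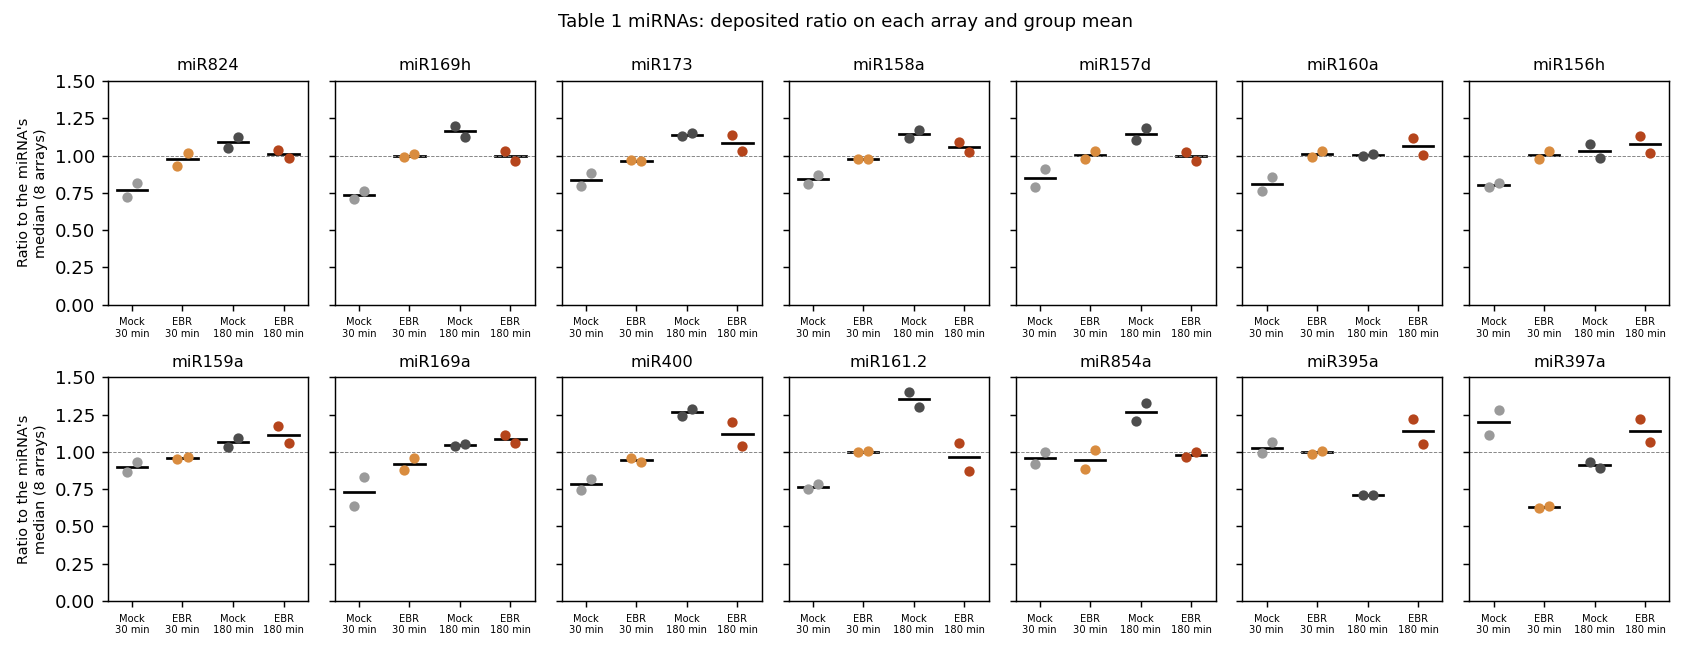
Deposited ratio to each miRNA's median over the 8 arrays (y axis, linear scale) for the 14 miRNAs of Table 1 in the 4 groups (x axis). Each point is 1 array and each black line is the mean of a group of 2 arrays; miR397a lies at 0.629 in EBR30, and the mock arrays of miR395a at 180 min lie at 0.713 and 0.710.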

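The ratio of miR395a (locus AT1G26973) was 0.711 ± 0.00271 (SD, n = 2 arrays) in mock at 180 min and 1.14 ± 0.119 in EBR180. This is a log2 fold change of 0.68, or 1.60-fold (adjusted p = 8.47e-06 from limma). Both EBR180 arrays, at 1.22 and 1.06, lay above both mock arrays, the order that gives the smallest exact permutation p this number of arrays allows. With any 1 array left out the log2 fold change stayed between 0.57 and 0.78, and the adjusted p was at most 0.00595. With the spread taken from these 4 arrays alone, a test that the methods do not name for the arrays, the adjusted p was 0.387, the highest of a range from 4.61e-07 over the alternatives. The change was the largest in size among the 43 tested miRNAs, ahead of miR161.2. Its rank by size was 3 without mock replicate 1 at 180 min and 2 without EBR180 replicate 1. The 4 miRNAs at 0.01 on some arrays were not ranked, since values at 0.01 have no order. Between 30 and 180 min miR395a fell by 0.53 on the log2 scale in mock (adjusted p = 0.000168) and changed by 0.19 with EBR (adjusted p = 0.326). The EBR effect at 180 min exceeded that at 30 min by 0.72 (adjusted p = 0.000506). From the fold change at EBR180, together with the qPCR of Figure 4B, which was not analysed here, the paper concludes that EBR up-regulates miR395a. It also reports higher expression from a miR395a promoter::GUS construct with EBR, likewise not analysed here.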

### 2.3. GUN5 Is a Novel Target of miR395a

To investigate the role of miR395a in *Arabidopsis* development, we explored its potential targets by the bioinformatics approach of complementary base-pairing. We obtained potential target genes of miR395a from three databases: miRU [25] (Table S1), which integrates most known plant miRNAs and target genes and can be employed to search potential plant miRNA targets and target-sites within mismatch and miRNA conservation thresholds in target recognition; WMD3 [26] (Table S2), which uses principles of artificial miRNA design to mimic natural plant miRNAs; and psRNATarget [27] (Table S3), which provides scoring schemata and evaluates target-site accessibility in miRNA target recognition. The *Arabidopsis* TAIR9 cDNA library and default parameters were used in predicting target sequences from these databases. Among the candidate targets, *GUN5* (At5g13630), the CHLH subunit of Mg-chelatase, has been reported as possibly involved in the abscisic acid (ABA) pathway [28,29]. The interaction between GUN5 and miR395a is however still unknown. ABA, a plant hormone, mediates the development of plants by inhibiting seedling germination, maintaining primary root growth and reducing lateral root density [30–32]. We therefore decided to focus our investigation on whether *GUN5* is a target gene of miR395a; the target sequence of *GUN5* is shown in Figure 5A. We furthermore analyzed *GUN5* expressions in EBR- and DMSO-treated seedlings by qPCR. As shown in Figure 5B, these gene expressions were decreased in EBR-treated seedlings compared with DMSO-treated seedlings, indicating that *GUN5* might be associated with miR395a.

To further validate the interaction between miR395a and *GUN5* in *Arabidopsis*, we constructed pRTL2-miR395a and smGFP/pRTL2-*GUN5*. We co-transformed the plasmids into PSB-D cells and detected the fluorescence intensity of smGFP/pRTL2-*GUN5* and the internal control RFP. We also analyzed the levels of GFP-*GUN5* expression in transformed PSB-D cells. As shown in Figure 5C, lower *GUN5* expression was detected in PSB-D cells with miR395a overexpression than in PSB-D cells with control vectors. In plants with miR395a knockout, the gene expression of *GUN5* was also significantly increased (Figure 5D). These results suggest that *GUN5* is a target gene of miR395a.

### 2.4. Distribution of miR395a in Vascular Bundles, Leaf Veins and Roots of *Arabidopsis*

*GUN5* has been reported as being instrumental in leaf greening [28], and a decrease in chlorophyll accumulation has been found in *gun5* mutants [33]. BR is also a crucial factor in the regulation of chloroplast development, playing a role as a negative regulator [34]. Based on these similarities, we explored the role of miR395a in EBR-treated *Arabidopsis*, following *GUN5* suppression. To clarify the expression sites of miR395a, we used T2 seeds from miR395a promoter::GUS plants to examine the miR395a expression pattern under EBR treatment (expression levels of miR395a promoter::GUS were also found to be up-regulated under EBR treatment). In leaf and root development, miR395a specifically was concentrated in leaf veins of the cotyledon (Figure 6A) and in partial vascular bundles of roots (Figure 6B) and was also distributed in chloroplasts around leaf veins (Figure S3). Figure 6B also shows that root diameter under EBR treatment was larger under mock treatment, indicating that miR395a might regulate root development through EBR signaling.

A previous study has shown that the transcription factors *ABI4* and *ABI5* are positive regulators of ABA signaling and can be considered downstream genes of *GUN5* [19]. We found that these genes could be suppressed by EBR treatment (Figure 7A). It has also been reported that a mutation of *ABI4* can increase the number of lateral roots [35] and that *ABI5* activity inhibits seedling germination and promotes primary root growth [36,37]. These results lead us to propose that EBR may maintain seedling germination, inhibit primary root growth, and increase the number of lateral roots through regulation of miR395a effects on *ABI4* and *ABI5* via *GUN5* (Figure 7B).

### 2.5. Discussion

BRs can induce a wide range of physiological effects in cell elongation and division, photosynthesis, photomorphogenesis, flowering, senescence, seed germination, root development, male fertility, and abiotic and biotic stress resistance [8,19,38,39]. They are active at low concentrations throughout the plant kingdom and widely distributed in plants at varying levels of complexity [7,8]. Higher concentrations of BRs are seen primarily in young growing tissues rather than in mature tissues [7]. BR-insensitive mutants in *Arabidopsis* exhibit phenotypes such as dwarfism, dark-green leaves, reduced fertility, prolonged life span, and abnormal skotomorphogenesis [3,8,39].

miRNAs also provide examples of regulation at various stages of plant development. Some miRNAs, such as miR159 and miR160, play roles during early development stages including seed germination. During post-germination stages, miR156 and miR172 mediate the emergence of vegetative leaves, a stage of transition to autotrophic growth [40,41]. miRNA-mediated signaling is also involved in the development of various tissues; several miRNA families such as miR160, miR164, miR167, and miR390 have been demonstrated to be involved in root cap formation and lateral root development [42]. However, the relationship between BRs and miRNAs is unknown.

In the present study, we screened different miRNA expression profiles in *Arabidopsis* with 10 nM EBR for periods of 30 and 180 min. 

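At 30 min the ratio of miR395a was 0.991 and 1.07 on the mock arrays and 0.988 and 1.01 on the EBR30 arrays. The group means were 1.03 ± 0.0547 (SD, n = 2 arrays) and 0.999 ± 0.0150, and the adjusted p of the difference was 0.811 from limma. With each array left out in turn the log2 fold change stayed between -0.10 and 0.01, and it was above 0 only without mock replicate 2. After centring each array on its median it was -0.21, lower in EBR30, with an adjusted p of 0.0242 in a range up to 1 over the alternatives.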

The results show that in both cases the expression of miR395a was significantly up-regulated by EBR (Figure 4). Recent studies have indicated that miR395a is up-regulated in roots and expressed in cortex, phloem companion cells and epidermis under low-sulfur conditions [43]. miR395a is mostly expressed in roots when playing a role in homeostasis regulation [43]. As discussed above, the morphology of BR-treated plants showed a decrease in taproot length and an increase in lateral root formation [23]. These effects might be caused by miR395a-involved mechanisms, and miR395a might be among the factors affecting root growth and development. miR395 and miR397 play roles in sulfate metabolism and copper homeostasis, respectively [43–45]. The function of these miRNAs lies mostly in adapting to unbalanced conditions, which implies that the experimental concentration of 10 nM EBR might have been in excess of physiological levels and affected the homeostasis of the seedlings.

In addition to miR395a, several significantly different expressions of miRNAs may have potential functions relevant to BR-treated seedlings:

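The ratio of miR824 (locus AT4G24415) was 0.768 ± 0.0636 (SD, n = 2 arrays) in mock and 0.975 ± 0.0614 in EBR30, a log2 fold change of 0.35 (adjusted p = 0.0257 from limma). After centring each array on its median the log2 fold change was 0.18, with an adjusted p of 0.0620 in a range from 0.0119 to 0.242 over the alternatives. The adjusted p was 0.170 without mock replicate 1, 0.0763 without EBR30 replicate 1 and 0.209 without EBR30 replicate 2. At 180 min the ratio was 1.09 ± 0.0567 in mock and 1.01 ± 0.0411 in EBR180. The log2 fold change of -0.10 was smaller than its standard error of 0.125 and did not pass the threshold (adjusted p = 0.735). The difference between the EBR effects at 180 and 30 min was -0.45 (adjusted p = 0.0474), -0.27 after centring (adjusted p = 0.0321) and -0.25 after quantile normalization, where it did not pass the threshold (adjusted p = 0.0844).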

(a) miR824 was down-regulated in BR-treated seedlings. It is involved in stomatal development by targeting *AGL16*, through which it causes a decrease in the number of stomata [46]. This suggests an increased stomata number in BR-treated plants [46,47]. 

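For miR169a (locus AT3G13405) the ratio was 0.733 ± 0.136 (SD, n = 2 arrays) in mock and 0.918 ± 0.0573 in EBR30, with a log2 fold change of 0.34 (adjusted p = 0.0272 from limma). After array centring it was 0.17, with an adjusted p of 0.131 in a range from 0.00245 to 0.528 over the alternatives. Much of the change lay in mock replicate 1, at 0.636 against 0.829 in replicate 2. Without replicate 1 the log2 fold change was 0.15 (adjusted p = 0.528), and without replicate 2 it was 0.53. The adjusted p was also above 0.05 without EBR30 replicate 1 (0.0768) or EBR30 replicate 2 (0.219). At 180 min the means of 1.05 ± 0.00963 in mock and 1.09 ± 0.0368 in EBR180 gave an adjusted p of 0.735.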

Proper amounts and distributions of stomata are essential for successful gas exchange [46], and so an increase in the stomata number might therefore contribute to greater metabolic efficiency in plants.
(b) miR169a, which can regulate adaptive responses to nutrient deprivation [48], was also up-regulated in our miRNA profiles. This suggests that miR169a might have acted in this capacity of adaptation to environmental change when we supplied exogenous BR.
(c) miR160 mediates agravitropic roots with disorganized root caps as well as lateral root development, primary root growth, floral organs in carpels, and germination [40,42,49]. Our miRNA arrays indicated that the up-regulation of miR160a might have resulted in the expression of the phenotype observed in the present study. 

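The ratio of miR160a (locus AT2G39175) rose from 0.811 ± 0.0666 (SD, n = 2 arrays) in mock to 1.01 ± 0.0260 in EBR30, a log2 fold change of 0.32 (adjusted p = 0.0309 from limma). After array centring the log2 fold change was 0.16, with an adjusted p of 0.0270, and the adjusted p ranged from 0.0119 to 0.222 over the alternatives. It was 0.210 without mock replicate 1, 0.115 without EBR30 replicate 1 and 0.209 without EBR30 replicate 2. At 180 min the ratio was 1.00 ± 0.00669 in mock and 1.06 ± 0.0842 in EBR180, and this difference did not pass the threshold (adjusted p = 0.735).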

Since the lateral root formation caused by miR160 was similar to the morphology of BR-treated seedlings, we suspect miR160 might play an important role in lateral root development in BR-supplied plants.
(d) miR156 has been shown in recent studies to increase leaf initiation, phase change, floral induction, and phosphate homeostasis, to decrease apical dominance, and to delay flowering time [40,42,49]. 

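In EBR30 the ratio of miR156h (locus AT5G55835) was 1.00 ± 0.0352 (SD, n = 2 arrays) against 0.802 ± 0.0188 in mock, a log2 fold change of 0.32 with an adjusted p of 0.0309 from limma. Centring of the arrays lowered it to 0.16 (adjusted p = 0.131, in a range from 0.0119 to 0.209 over the alternatives). The adjusted p was above 0.05 when mock replicate 1 (0.112), EBR30 replicate 1 (0.115) or EBR30 replicate 2 (0.209) was left out. In EBR180 the ratio was 1.08 ± 0.0822 against 1.03 ± 0.0679 in mock, a difference within the spread of the arrays (adjusted p = 0.735).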

As suspected, miR156h was up-regulated in the miRNA profiles, suggesting a crucial function in promoting growth and development.
(e) miR159 regulates germination, anthers, and flowering time by targeting the MYB transcription factor [49,50]. Overexpression of miR159 results in male sterility and delayed flowering time.

To further explore the role of miR395a, we predicted target genes of miR395a from several different databases and identified *GUN5* as a novel potential target of miR395a in *Arabidopsis.* We were able to show that the expression of *GUN5* was suppressible by miR395a (Figure 5C,D). Similar to the phenotype of the *gun4* mutant, the *gun5* mutant showed a decrease in chlorophyll accumulation, while the *gun4gun5* double mutant displayed the even more noticeable characteristic of albino leaves [28]. *GUN2/3/4/5* are also involved in communicating along plastid-to-nucleus retrograde signaling pathways with Mg-ProtoIX acting as a signaling molecule between chloroplast and nucleus [51]. In contrast, BR inhibits chloroplast development [34], and down-regulates *GUN5* expression (Figure 5B). After EBR treatment, miR395a was up-regulated and strongly expressed in cotyledon leaf veins and root vascular bundles (Figures 4B and 6). These results suggest that BR might enhance miR395a to suppress *GUN5* expression during plant development. However, the exact relationship between BR, miR395a and *GUN5* remains unknown. Recent studies have indicated that *ABI4* is a downstream regulator between chloroplast and nucleus that connects to ABA via retrograde signaling [52]. Hence, *GUN5* is likely to play a role in chlorophyll synthesis by connecting ABA to different pathways [33]. Additionally, we found that ABA regulatory genes were suppressed by EBR (Figure 7). These outcomes indicate that the interaction between miR395a and *GUN5* may regulate chlorophyll synthesis through the ABA signaling pathway.

## 3. Experimental Section

### 3.1. Plant Material and Growth Conditions

*A. thaliana* ecotype Columbia (Col-0) was used as plant material in this study. Before sowing, seeds were surface sterilized by rinsing them in 1% bleach (sodium hypochlorite) with 0.5% Tween 20 and vortexing for eight minutes, washed 5–6 times and then cold-treated for two days at 4 °C under dark conditions. Plants were sown in pots (containing 50% vermiculite and 50% soil mixture), medium, or agar plates and kept in a growth chamber operating at photoperiod conditions of 14 h light and 10 h darkness at 22 °C after stratification.

### 3.2. Germination Assay

Seeds were grown on half-strength Murashige and Skoog medium (1/2 MS medium; Duchefa Biochemie B.V., Haarlem, Netherlands) with 1.5% (*w*/*v*) sucrose (Sigma-Aldrich Co. LLC., Dorset, UK) and 0.8% (*w*/*v*) plant agar (Sigma-Aldrich, St. Louis, MO, USA) containing 10 nM 24-epibrassinolide (EBR, a highly active BR; Sigma-Aldrich) or mock solution (dimethyl sulfoxide, DMSO). Images were taken at zero, three, and thirteen days after sowing.

### 3.3. Root Growth Assay

For root elongation analysis, seedlings were grown vertically on 1/2 MS medium with 1.5% sucrose and 0.8% plant agar for five days after germination. Seedlings were then transferred to new plates containing MS medium supplemented with 10 nM EBR or mock solution for another six days, with images taken after five and 11 days. Differences in primary root length between the two images were measured, and number of lateral roots was calculated after 11 days, using ImageJ software [53].

### 3.4. MicroRNA Microarray Hybridization and Analysis

For the miRNA array experiments, seedlings were grown in 1/2 MS medium with 1.5% sucrose. After stratification, seeds were transferred into 50 mL flasks with 10 mL liquid medium and incubated for seven days at 50 rpm and 22 °C under continuous light conditions. Seedlings were then treated with medium containing 10 nM EBR or mock solution for 0.5 and 3 h, respectively. Total RNAs were extracted from complete frozen seedlings using TRIzol^®^ Reagent (Invitrogen, Carlsbad, CA, USA), and RNA purity was confirmed by spectrophotometry (A_260_/A_280_ ratio) and capillary electrophoresis (Agilent 2100 Bioanalyzer, Agilent Technologies, Palo Alto, CA, USA). Then, 100 ng total RNAs of each sample were prepared for labeling with Cyanine 3-pCp. RNA processing and hybridization were performed using miRBASE V14 arrays (Agilent Technologies, Palo Alto, CA, USA) according to the manufacturer’s protocol; this version contains 161 *Arabidopsis thaliana* miRNA genes. Each plex on these customized eight-plex microarrays contained duplicate or triplicate probes for each miRNA, with 20 replicates for each probe. Microarray analysis was carried out in GeneSpring GX version 11 (Agilent, city, state, country). The data (covering the four conditions) were classified into groups by the averages of duplicates, and the median of all samples was set as a baseline. Differences in miRNA expression were tested using a one-way ANOVA. miRNAs with significant differences (*p* < 0.05) between mock control and EBR-treated seedlings were selected for clustering and those with the highest fold change were subjected to further analysis. Array data were submitted to the GEO database (series record number GSE46377).

### 3.5. Real-Time RT-PCR

All cDNA synthesis was carried out on total RNAs using the RevertAid H Minus Reverse Transcriptase Kit (Fermentas, Maryland, NY, USA) according to the manufacturer’s instructions. Reactions for expression analysis of Col-0 genes treated with EBR or mock control were performed in triplicate and monitored using the iQ5 Real-time PCR Detection System (Bio-Rad, Philadelphia, PA, USA). Investigated genes and corresponding primers are listed in Table S5. Relative abundance of transcripts was normalized to the constitutive expression levels of 18S rRNA (At3g41768). For miRNA expression analysis, specific miRNAs were measured with TaqMan microRNA assays (Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s instructions. All reactions were run in triplicate and snoR85 was used as the internal control for normalization.

### 3.6. Prediction of Novel miRNA Target Genes

We obtained *Arabidopsis* miRNA sequences from the miRBASE dataset [13]. The mature sequences of all miRNA genes were used in this study. For predictions of miRNA targets, the programs miRU [25], psRNATarget [27] and WMD3 [26] were employed. The *Arabidopsis thaliana* full genome (TAIR9) was selected in the psRNATarget and WMD3 databases (other parameters were left at default).

### 3.7. Vector Construction

The genomic DNA of *Arabidopsis* leaves was extracted using QuickExtract^™^ Plant DNA Extraction Solution (Epicentre, Madison, WI, USA), following the manufacturer’s instructions. Different vectors were used for specific purposes. For validating the interaction of miRNA and genes, vector pRTL2-mGFP (Biovector Co., LTD, Beijing, China) was used to construct miR395a and control. Vector pRTL2 was used to delete the mGFP gene from pRTL2-mGFP via the restriction enzymes *EcoR* I and *Xba* I of miR395a. Vector 326-RFP is an internal control for cell numbers in *Arabidopsis* cell lines. For cloning *GUN5* in translational fusion, the coding region of *GUN5* was inserted into smGFP/pRTL2 using the restriction site *Spe I*. Transcriptional fusions were created with GUN5 and smGFP for activity analysis in protoplast system. Protoplasts were prepared following the protocol of Miao and Jiang [54]. Vector pZP221 was used in transgenic plant construction for the miR395a-overexpressing line; the insertion containing miR395a with CaMV 35S promoter and terminator in the pRTL2-miR395a vector was cloned into the *Pst I* site of pZP221. The binary vector pBI101 with the reporter gene β-glucuronidase (GUS) was used for promoter activity analysis of the miR395a promoter line. Transcriptional fusions for analysis of promoter activity in plants were generated using the miR395a promoter with built-in cloning sites *Sal I* and *Xba I*, and GUS.

The miR395a knockout line was purchased from the *Arabidopsis* Information Resource (TAIR). Transformations were performed with the Gene Pulser Xcell^™^ Electroporation System (Bio-Rad, Richmond, CA, USA) at pulse settings of 130 V at 1000 μF.

### 3.8. Fluorescence Assay for Validating miR395a and GUN5

For fluorescence assays, 200 μL of transformed protoplast cells were transferred to black opaque 96-well microplates (Greiner Bio-One, Wemmel, Belgium) and immediately measured in a multimode microplate reader (FlexStation 3 microplate reader; MDS Analytical Technologies, Sunnyvale, CA, USA). Excitation and emission wavelengths were 488 and 508 nm for green light (smGFP) and 558 and 583 nm for red light (DsRed).

### 3.9. Detection of the Expression Pattern of miR395a in *Arabidopsis thaliana*

When *Arabidopsis* plants had grown for four to six weeks, the first bolt was cut to induce the emergence of further bolts. About one week after clipping, plants containing numerous unopened floral buds were immersed in a buffer of *Agrobacterium tumefaciens*. The buffer was prepared as follows: Transformed *A. tumefaciens* cells were grown at 28 °C and 180 rpm shaking in LB medium with the appropriate antibiotics. A 10-mL pre-culture was grown for two days and then transferred to the 200-mL main culture. This was incubated until an OD600 value of 0.8 was reached, and then was centrifuged at 4000× *g* for 15 min at 4 °C. The supernatant was discarded and sucrose and Silwet L-77 (Sigma, St. Louis, MO, USA) were added to the culture to obtain final concentrations of 5% and 0.05%, respectively.

Pots of plants were inverted and the inflorescence shoots dipped into suspension, then laid on a flat plastic surface and left covered and dark for the next 24 h, and afterwards returned to normal growing conditions. T1 plants were grown from selected transformants. The transgenic character of plants was confirmed by PCR and GUS staining.

When T2 trangenic lines were obtained, we used a GUS staining kit (GUSS; Sigma) to detect the expression pattern of miR395a. Seedlings were incubated at room temperature for 45 min with a fixation solution, which was then poured off. They were washed three times with wash solution for one minute, then left to incubate with staining solution for up to 24 h at 37 °C. Finally, the chlorophyll was removed by distaining the samples with ethanol. Tissues were stored in ethanol. Manufacturer’s instructions were followed in performing the assay.

### 3.10. Statistical Analysis

Data were represented as mean ± standard deviation (SD). Differences between independent groups were analyzed using a two-tailed Student’s *t-*test. MicroRNA microarrays for miRNA expression were analyzed using a one-way ANOVA (GeneSpring 7.3.1, Agilent Technologies, Palo Alto, CA, USA). A *p* value < 0.05 was taken to indicate statistical significance.

## 4. Conclusions

Our results show that miR395a was significantly up-regulated by EBR in *Arabidopsis*, was expressed more strongly in leaf veins and roots of EBR-treated miR395a promoter::GUS plants, and targeted GUN5 with the effect of suppressing its expression. EBR was able to suppress GUN5 downstream genes to regulate seedling germination and the formation of primary and lateral roots. These results suggest that the reduced amount of chlorophyll in leaf veins and root growth of *Arabidopsis* might be attributable to the interaction between miR395a and GUN5. This study provides new insights into the function of miRNAs that will be useful in further research into the roles miRNAs play in the molecular mechanisms of plant development.

## Supporting Information

## Figures and Tables

**Figure 1:**
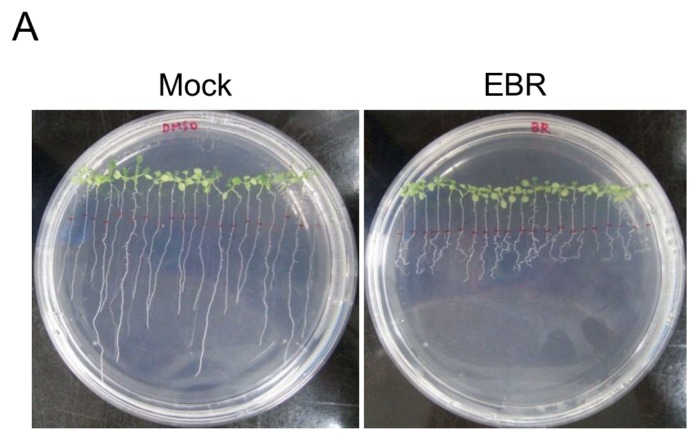

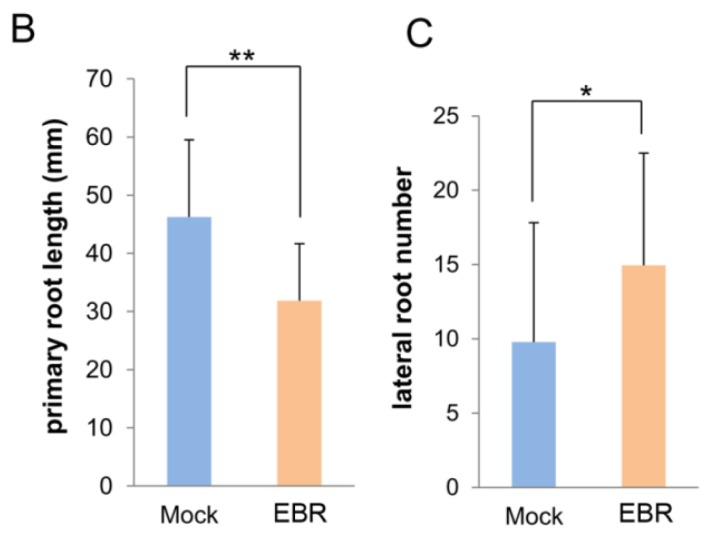
24-epibrassinolide (EBR) regulates root development. (**A**) The development of lateral roots was enhanced in EBR-treated seedlings. Each plate contained 10 nM EBR or mock solution (control). The red line represents initial length before treatment; (**B**) Differences in primary root length between day 5 and day 11. Primary root length was significantly shorter under EBR treatment; and (**C**) Number of lateral roots on day 11. Lateral root number was significantly increased in the EBR supplement plate. Representative data from three independent experiments are presented as mean ± SD. *p < 0.05, **p < 0.01 *vs.* control treatment values.

**Figure 2:**
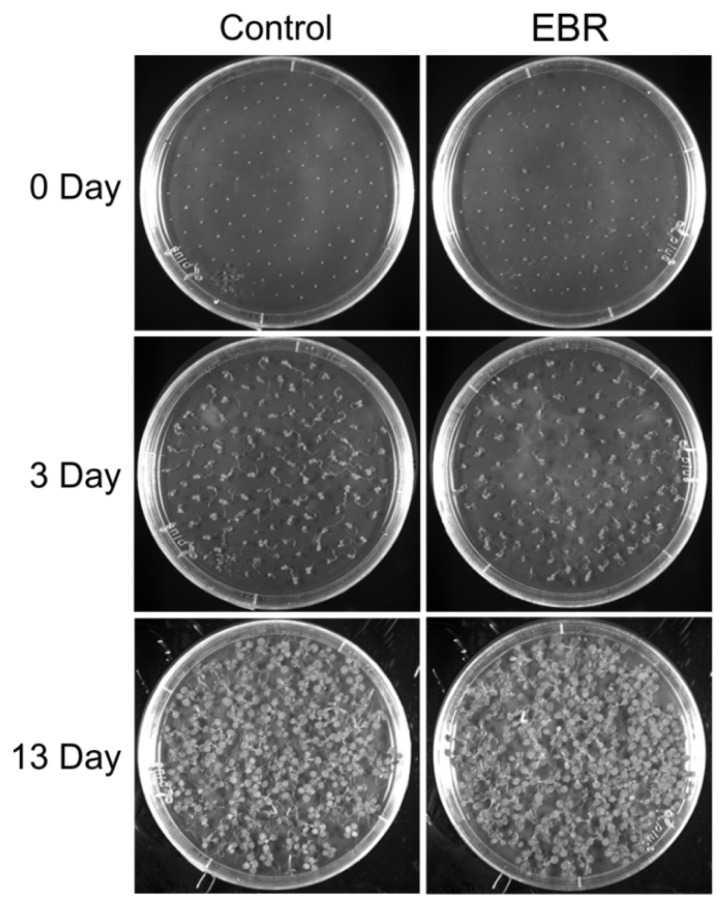
EBR has no effect on germination. There was no significant difference in germination rate between control and EBR-treated seeds; however roots were shorter and more strongly curved in EBR-supplemented plates. Germination was recorded on day 3 and day 13 after imbibition.

**Figure 3:**
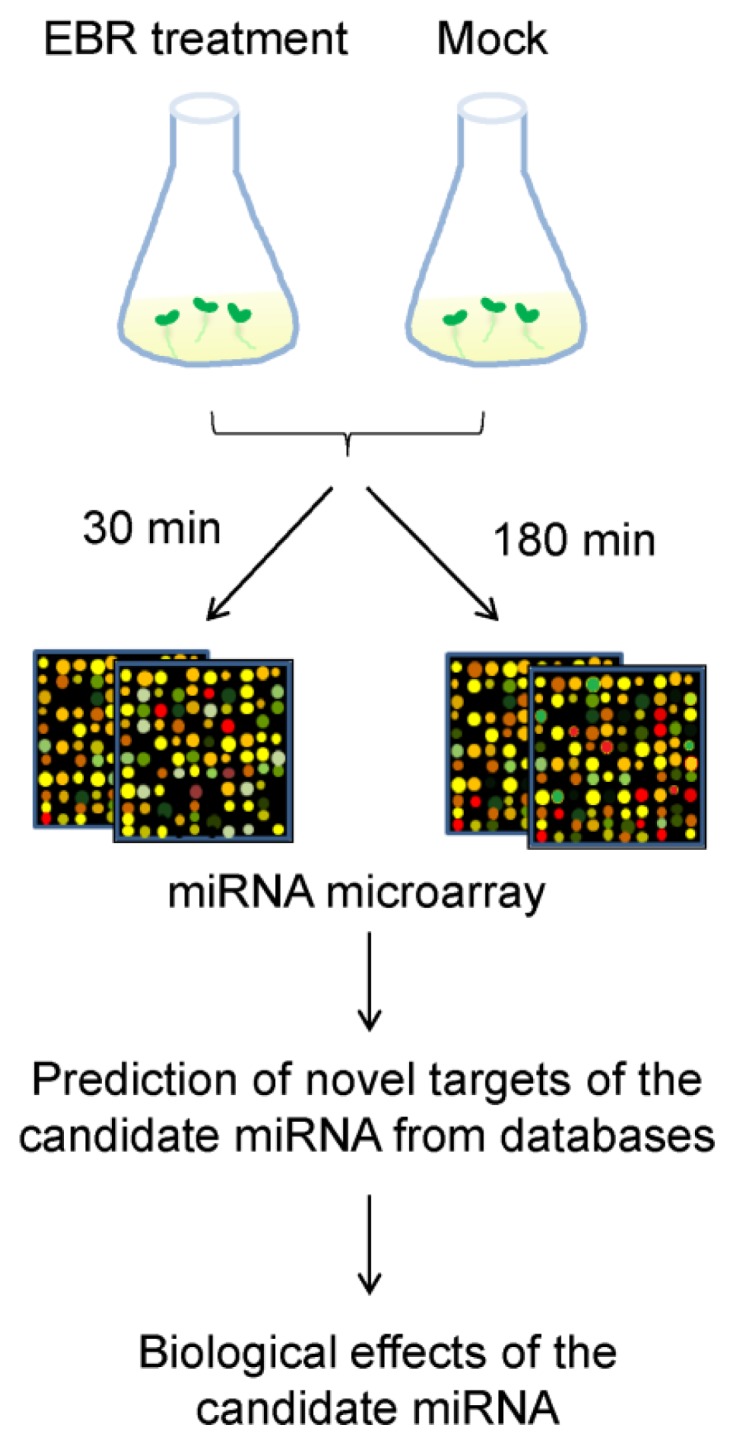
Schematic flowchart of experimental design. After *Arabidopsis* Col-0 seeds had grown in MS liquid medium for 7 days, seedlings were treated for 30 or 180 min with MS medium supplemented with EBR or mock solution (DMSO), followed by RNA extraction, labeling, and hybridization. Candidate miRNAs were predicted using miRU, WMD3, and psRNATarget databases. The roles of candidate miRNAs in EBR-treated seedlings were investigated by further experiments as described in the text.

**Figure 4:**
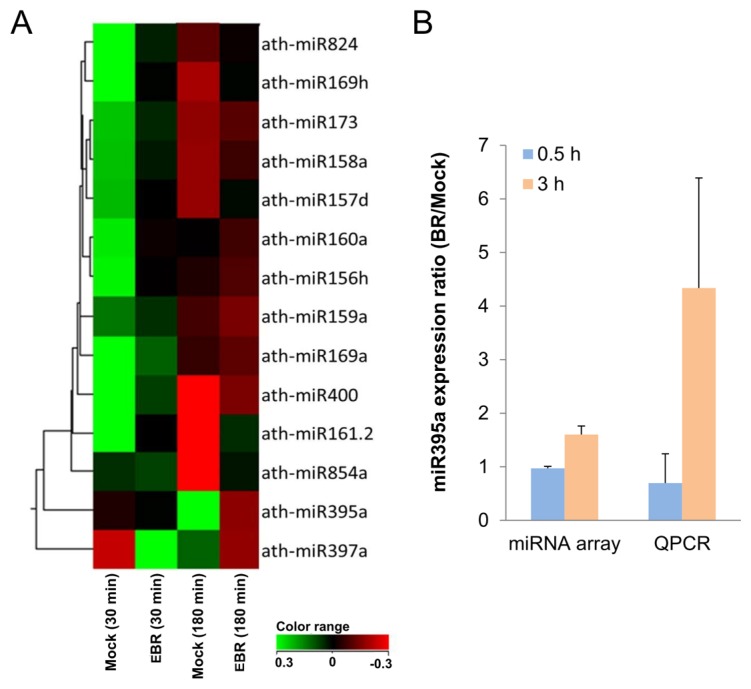
EBR up-regulates miR395a in miRNA microarray analysis. (**A**) Hierarchical clustering of selected miRNAs expression regulated by EBR. Seedlings were treated with EBR for 30 or 180 min. miRNA expression was assessed with miRNA microarrays. Fourteen miRNAs had significantly different expression levels after EBR treatment (*p* < 0.05) and were further analyzed by a hierarchical clustering algorithm; and (**B**) Fold changes of miR395a in miRNA microarrays and qPCR analysis. miR395a was up-regulated after EBR treatment for 180 min. snoR85 was used as an internal control for normalization.

**Figure 5:**
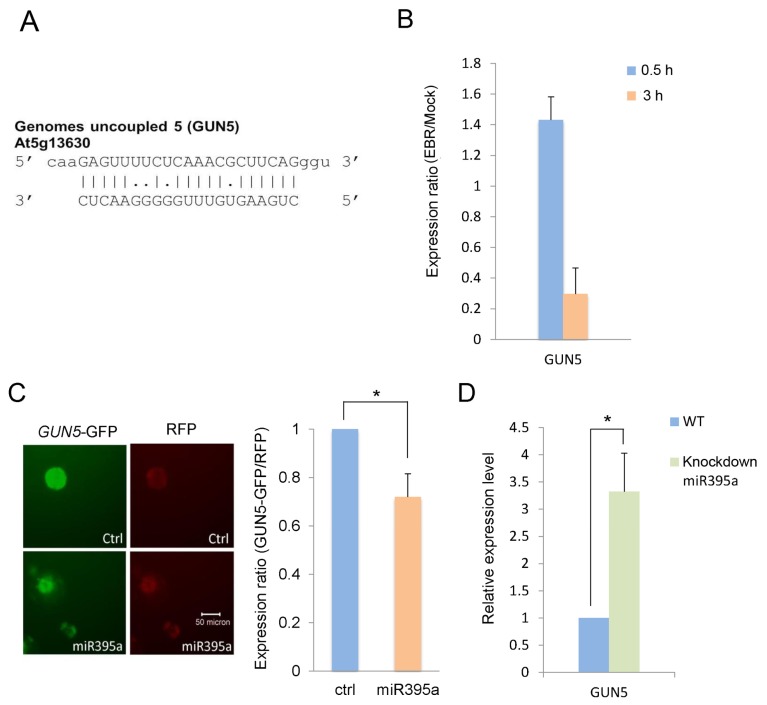
GUN5 is a target gene of miR395a. (**A**) The prediction was based on complementary base-pairing between miR395a and mRNA. Putative target genes for miR395a were predicted using web-based databases (miRU, psRNATarget, WMD3) and simultaneous comparisons to gene microarray data. The putative target genes of miR395a were down-regulated by EBR treatment; (**B**) Expression levels of GUN5 were analyzed by Q-PCR and normalized to 18S rRNA; (**C**) Fluorescence assay of miR395a and potential target GUN5 in the *Arabidopsis* PSB-D cell line. The fluorescent expression levels of GUN5 revealed significant down-regulation by miR395a; and (**D**) Gene expression of GUN5 measured by qPCR in miR395a knockout plants. GUN5 expression was significantly down-regulated by miR395a. *p < 0.05.

**Figure 6:**
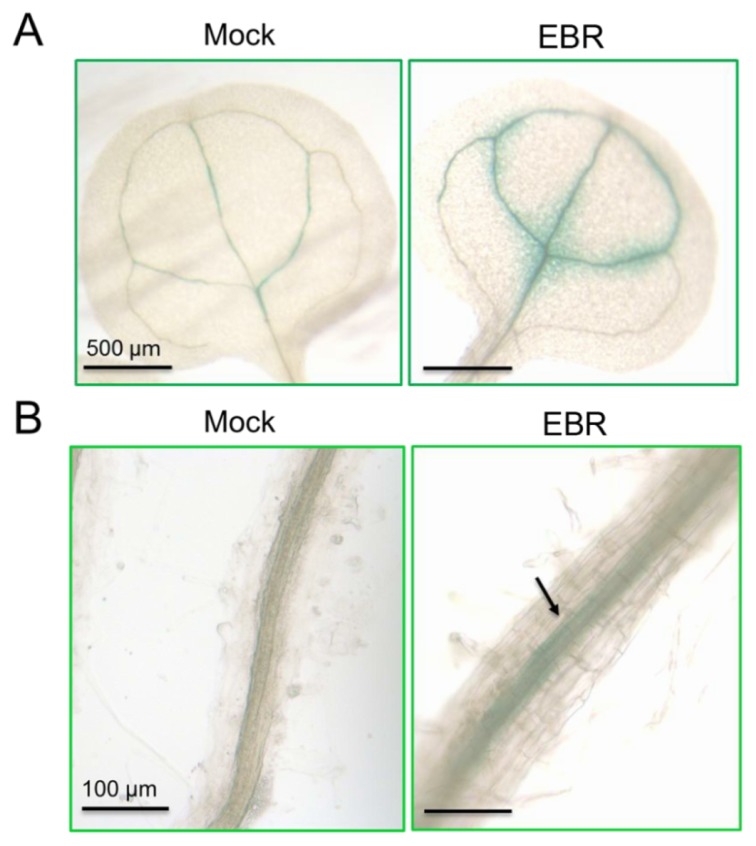
Histochemical GUS staining of miR395a expression in *A. thaliana*. Expression patterns of miR395a promoter::GUS plants in (**A**) leaf and (**B**) root tissue. After growing for 7 days, seedlings were grown under EBR treatment (10 nM EBR) or mock control for 3 h. The arrow indicates a high concentration of miR395a distributed in the vascular bundle compared with the mock treatment.

**Figure 7:**
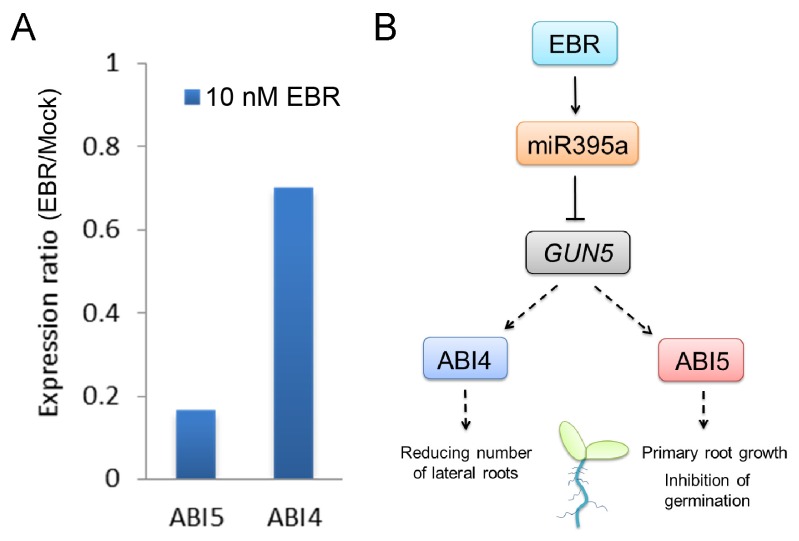
Expression of GUN5 downstream genes in the ABA pathway. (**A**) Relative expression ratio of GUN5 downstream genes; and (**B**) Diagram of GUN5-dependent ABA pathway.

**Table 1:** EBR regulates the expression of several microRNAs (miRNAs).

microRNAs	Fold change (EBR/DMSO)	

	30 min	180 min
ath-miR824	1.27	0.93
ath-miR169h	1.37	0.86
ath-miR173	1.15	0.95
ath-miR158a	1.16	0.92
ath-miR157d	1.18	0.87
ath-miR160a	1.25	1.06
ath-miR156h	1.25	1.04
ath-miR159a	1.07	1.05
ath-miR169a	1.26	1.04
ath-miR400	1.21	0.89
ath-miR161.2	1.31	0.71
ath-miR854a	0.98	0.78
ath-miR395a	0.97	1.60
ath-miR397a	0.53	1.25

How the deposited data were processed for this re-analysis (not part of the article)

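miRNA profiles were measured on customized Agilent arrays in whole 7-day-old seedlings given 10 nM EBR or mock solution (DMSO) for 30 or 180 min, with 2 arrays in each of the 4 groups. The sample labels number the arrays of each group, and the paper's text does not say whether the arrays of a group came from separate cultures. If they did not, the p-values carry no information on how far cultures vary. Total RNA was labelled with Cyanine 3-pCp and hybridised in a single colour. The paper states that the arrays carry duplicate or triplicate probes for each miRNA, that the analysis was made in GeneSpring, for which its section on the arrays and its section on statistics give different versions, and that the median of all samples was set as the baseline. The background correction, the scaling between arrays, the treatment of dim spots and the lowest value of 0.01 are not described there.

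The authors deposited 1 value per miRNA and array for 161 miRNAs. Of these, 43 are above 0.01 on all arrays with a median of 1, so their values are linear ratios to the miRNA's own median over the 8 arrays. A further 114 are at 0.01 on all 8 arrays and 4 are at 0.01 on some arrays, with medians other than 1, and how these values were set is not described. In all, 922 values are at 0.01. Because every tested miRNA is set to its own median, the values do not show which miRNAs are abundant, and no signal over background is given, so the precision of a value could be judged only from the 2 arrays of its group. An array-wide scaling that differs between groups would move all ratios of a group together, which is why results are also given after each array was centred on its median over the tested miRNAs.

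The log2 of the deposited ratios of the 43 miRNAs was analysed with limma 3.58.1 in R 4.3.3. A linear model with a mean for each group was fitted to all 8 arrays, and empirical Bayes moderation was applied. It gave all miRNAs a common spread, so a miRNA whose duplicates lie far apart is judged with the same standard error as the others. After centring the spread was not common to all miRNAs, so calls there can differ from the main ones through the spread alone. The comparisons were EBR30 with mock at 30 min, EBR180 with mock at 180 min, the difference between these effects, 180 with 30 min in mock, and 180 with 30 min with EBR, together with the moderated F-test over the 4 groups. The p-values were adjusted with the Benjamini-Hochberg method over the 43 miRNAs, with a threshold of 0.05. Array medians were compared with two-sided exact permutation tests. The smallest p of such a test is 0.333 with 2 arrays against 2, so no single miRNA can pass 0.05 in it. The paper's own test is a one-way analysis with a threshold of 0.05, and its text does not say whether the p-values were adjusted.

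The design, the alternatives and the rule for naming miRNAs were written before the data were examined, on the assumption that the values would be intensities or log2 values. For linear values the plan was to set values under 1 to 1, which would have removed every ratio below the median of its miRNA, and this was not done. Leaving out the 4 miRNAs at 0.01 on some arrays was decided after the values were seen, and it matters, because with them included the counts of called miRNAs are lower. The 4 are miR394a, miR408, miR843 and miR857, named after their values were seen. The test steps were also run in an exploratory form before the final calculation. The miRNAs named are the 14 of Table 1, those of the other families the paper discusses as counts, and for each EBR comparison the 5 with the largest change among those past the adjusted threshold whose EBR arrays both lay on the same side of both mock arrays. These were miR846, miR397a, miR169d, miR398b and miR169h at EBR30 and miR395a, miR161.2, miR399b, miR846 and miR854a at EBR180.

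The alternatives set at the outset were centring of each array on its median, quantile normalization, the replicate number as a block, a mean-spread trend with a robust prior, a filter that left out the 10 miRNAs with the smallest range, each miRNA's own spread (for a comparison of 2 groups the methods' t-test, which they name for independent groups and not for the arrays, and for 4 groups the one-way analysis they name for the arrays), a fit to the groups compared only, log2 of the ratio plus 1, and each array left out in turn, where a lone array is assumed to vary like the arrays of the other groups. Leaving out an array of a compared group also lowers the precision, so a call lost there need not mean a smaller change. Fold changes were also taken as a ratio of arithmetic means and as a mean of ratios within replicate number. Added after the data were seen were the inclusion of the 4 miRNAs at 0.01 on some arrays, adjustment over all 161 miRNAs, the one-way analysis on linear ratios, the counts of miRNAs past the unadjusted threshold in EBR against mock at either time, and the correlation of duplicates over all 161 miRNAs.

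The model was tested on simulated data for the comparison of EBR30 with mock, with 43 miRNAs of which 10 were changed by 0.6 on the log2 scale. Over 100 simulations 91.6% of the changed miRNAs were called, with a mean of 0.52 false calls per simulation. Of the simulations without any change, 8% gave a call. The noise was independent and had the spread left after each array was centred, without array-wide offsets. The model was fitted to ratios that were not centred, so these rates belong to a cleaner setting than the data. All 43 tested miRNAs were matched by name to a locus in the RefSeq gene table of assembly TAIR10.1. Since the deposited values name no genome build, no coordinates are given. The qPCR, the promoter::GUS staining, the mRNA arrays used for target prediction and the plant phenotypes were not analysed here.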

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

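The comparisons between groups and times, and the repeats after centring, after quantile normalization, with each miRNA's own spread and without single arrays, were chosen beforehand, while their use as tests of an explanation and the test on miR395b were chosen after the results were seen.

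The EBR effect (EBR minus mock, log2) differed between 180 and 30 min past the adjusted threshold for 11 of the 43 miRNAs in limma. In 7 of them the effect was lower at 180 min, with differences of -1.39 for miR846, -0.87 for miR161.2, -0.82 for miR169d, -0.67 for miR169h, -0.45 for miR400, -0.45 for miR824 and -0.45 for miR157d. In 4 it was higher at 180 min, by 1.25 for miR397a, 0.91 for miR398b, 0.72 for miR395a and 0.51 for miR399b. A difference in array-wide scaling between the groups was weighed first, because the array medians at 30 min differ between EBR and mock. After each array was centred on its median all 11 miRNAs still passed the threshold in the same direction, and 9 passed after quantile normalization, which argues against scaling as the whole cause. Counting all 43, 15 passed after centring, 8 higher and 7 lower at 180 min. After quantile normalization 14 passed, 8 higher and 6 lower. The larger number of lower effects was therefore not seen under either scaling. With each miRNA's own spread 4 miRNAs passed, and leaving out single arrays gave between 7 (without EBR30 replicate 1) and 13 (without mock replicate 2 at 30 min). The time of treatment is the biological difference in the design, but the arrays at 30 and 180 min also differ in their own mock values, so a change with time in the mock seedlings stays open beside a change in the response to EBR.

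For miR395a, which the paper studies further, the difference between times came with a change in the mock arrays. From 30 to 180 min it fell by 0.53 on the log2 scale in mock, while with EBR it changed by 0.19 and did not pass the threshold. The values needed for an explanation through the mock group are therefore present: the ratio of EBR180 to mock may be high because miR395a was low in mock at 180 min rather than because it rose with EBR. Whether EBR held the level against a fall, or the fall belongs to these mock arrays, was not tested. The paper also reports higher miR395a with EBR by qPCR and by promoter::GUS plants. Neither uses these arrays, and neither was analysed here. Other explanations were set against the values. The log2 fold change at 180 min after array centring was 0.69, so array-wide scaling is not needed for it. The largest adjusted p with any 1 array left out was 0.00595, so it did not come from a single array. Signal shared with the near-identical miR395b would raise miR395b too, and that miRNA, chosen after its values were seen, had a log2 fold change of -0.071 at 180 min. The pair of mock arrays at 180 min were close to each other, so a step common to both of them cannot be excluded.

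Some miRNAs outside Table 1 passed the adjusted threshold and were within the 5 largest changes of an EBR comparison. The rule also asked that both EBR arrays lay on the same side of both mock arrays. At EBR30 there were 3, with log2 fold changes of 0.99 for miR846, 0.74 for miR169d and -0.51 for miR398b. At EBR180 miR399b was at 0.46 and miR846 at -0.40. The change of miR398b at EBR180, 0.40 (adjusted p = 0.0126 from limma), failed the rule, as EBR180 replicate 2 (0.979) lay below mock replicate 1 (1.02). Without mock replicate 2 at 180 min it was 0.05. The ratio of miR846 was 0.790 ± 0.0624 (SD, n = 2 arrays) in mock and 1.56 ± 0.0437 in EBR30, and that of miR169d was 0.579 ± 0.103 and 0.961 ± 0.0164. A single deviating array does not account for the rise of miR846 and miR169d at EBR30, since the largest adjusted p of either with any 1 array left out was 0.00145. Array-wide scaling does not account for it either, as the larger adjusted p of the pair after centring was 0.0173, although miR846 did not pass after quantile normalization. With each miRNA's own spread neither passed the adjusted threshold. A response of both miRNAs to EBR after 30 min is therefore a hypothesis, which may be of interest because the paper does not discuss them. The changes at EBR180 were less stable. The adjusted p of miR846 was 0.137 after centring and 0.122 after quantile normalization, in a range from 8.09e-05 to 0.880 over the alternatives, so its call was lost under both, while miR399b kept its call, with 0.0165 and 0.0221 in a range from 0.00158 to 0.447. Without mock replicate 2 at 180 min the log2 fold change of miR846 was -0.10 and that of miR399b 0.35, and neither passed the threshold, which they also failed to pass without EBR180 replicate 1, as did miR846 without EBR180 replicate 2. At EBR30 miR398b kept its call with any 1 array left out, but its adjusted p was 0.0620 after centring, in a range from 0.000433 to 0.143 over the alternatives.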

How the results depend on the processing

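All alternatives were chosen beforehand, except the inclusion of the 4 miRNAs at 0.01 on some arrays, adjustment over all 161 miRNAs, the one-way analysis on linear ratios, the counts of EBR against mock at either time and the correlation over all 161 miRNAs, which were chosen after the data were seen. Where no cause is named for a change, the cause was not tested.

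Array median centring changed the count of miRNAs past the adjusted threshold from 16 to 8 at EBR30, from 7 to 13 at EBR180 (10 to 16 unadjusted) and from 28 to 15 between the mock groups, and the count of Table 1 miRNAs adjusted over the list alone at EBR180 from 4 to 7. At EBR30 it removes a shift of 0.17 between the array medians, and at EBR180 a shift of -0.01. The spread was no longer common to all miRNAs after centring, so calls could change without a change in the log2 fold change. Centring brought miR395a past the threshold in EBR30, at -0.21, and reversed miR159a to -0.067. Quantile normalization gave 6 miRNAs at EBR30 (12 unadjusted), 11 at EBR180 (16 unadjusted) and 10 between the mock groups, and 2 and 7 of Table 1 at EBR30 and EBR180. It reversed miR159a at EBR30 to -0.081 and miR173 to -0.0090.

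With each miRNA's own spread, the counts after adjustment were 0 at EBR30 (9 unadjusted), 0 at EBR180 (4 unadjusted), 0 between the mock groups (14 unadjusted), 0 between the EBR groups (3 unadjusted), 4 for the difference of the EBR effect between times, 9 over the 4 groups (7 on linear ratios), and 0 and 0 for the Table 1 list at either time, against limma's 16, 7, 28, 8, 11, 27, 8 and 4. A comparison of 2 arrays with 2 then has only those arrays to judge the spread by. The log2 fold change of miR395a at EBR180 stayed at 0.68 by construction, but its adjusted p rose to 0.387, within a range from 4.61e-07 to 0.387 over the alternatives. With a mean-spread trend and a robust prior 4 miRNAs passed at EBR180. With the 4 miRNAs at 0.01 on some arrays included, 4 passed at EBR30, 1 at EBR180, 2 between the EBR groups, 6 for the difference of the EBR effect, 16 over the 4 groups and 2 of Table 1 at EBR180. With adjustment over all 161 miRNAs, 5 passed at EBR30 and 7 for the difference of the EBR effect, as more miRNAs enter the adjustment. Over all 161 miRNAs on the linear scale the lowest squared correlation between duplicates was 0.961 instead of 0.266. The higher value comes from the contrast between miRNAs fixed at 0.01 and those set to a median of 1, and does not measure the agreement of duplicates.

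Leaving out each array in turn gave between 5 and 19 miRNAs at EBR30 (11 to 26 unadjusted), with 5 without EBR30 replicate 1, 6 without mock replicate 1 at 30 min and 9 without EBR30 replicate 2. At EBR180 it gave 2 to 9 (4 to 12 unadjusted), with 2 without EBR180 replicate 1 or without mock replicate 2 at 180 min. The difference of the EBR effect gave 7 to 13, with 7 without EBR30 replicate 1, and the EBR groups 4 to 11, with 4 without EBR180 replicate 1. Of Table 1, 2 to 10 passed at EBR30 over the list alone (2 without mock replicate 1 or EBR30 replicate 2, 5 without EBR30 replicate 1) and 2 to 4 at EBR180 (2 without EBR180 replicate 1 or mock replicate 2). Among the miRNAs named one by one, signs changed only for values close to 0. At EBR30 miR395a ranged from -0.10 to 0.012, miR854a from -0.12 to 0.073 and miR399b from -0.15 to 0.055. At EBR180 miR156h ranged from -0.015 to 0.14, miR159a from -0.0017 to 0.14 and miR160a from -0.0010 to 0.16. The arrays behind these reversals were mock replicate 2 at 30 min for miR395a, with EBR30 replicate 1 for miR854a and miR399b, and EBR180 replicate 1 for miR156h, miR159a and miR160a, with mock replicate 2 at 180 min for miR156h. Among the families given as counts, the tested member of miR390 changed sign at EBR30, from -0.021 to 0.10 without mock replicate 2. That of miR167 changed sign at EBR180, from -0.049 to 0.043 without EBR180 replicate 2.

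With the replicate number as a block, the counts were 16 at EBR30, 7 at EBR180, 11 for the difference of the EBR effect, 28 between the mock groups, 8 between the EBR groups, and 27 (29 unadjusted) over the 4 groups, as without it. Arrays with the same number deviated weakly together, with correlations from 0.111 to 0.356 over the pairs of groups, but with 2 numbers per group and no statement of what a number marks they were not taken as pairs.

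At the unadjusted threshold over the 4 groups, the moderated F-test gave between 23 and 35 miRNAs over its alternatives, and the one-way analysis with each miRNA's own spread gave 22 (24 on linear ratios). Counted as passing in EBR against mock at either time, 25 miRNAs passed unadjusted with limma and 13 with each miRNA's own spread. For the miRNAs named one by one, the values under an alternative were counted without the log2 fold changes of miR395a over mock. Of the values counted, 665 kept the direction and the side of the threshold, 78 lost the call, 17 gained it and 11 reversed. Many of the 665 could not change direction, since another spread or an array left out at the other time leaves the log2 fold change as it is. Values past the threshold in neither setting also count as kept. The tally is therefore no measure of robustness. The log2 fold change of miR395a at EBR180 stayed positive in every alternative run and past the threshold in all but the one with each miRNA's own spread. Signal over background was not given with the ratios, so the precision of a single miRNA could not be tied to its brightness. The dim-miRNA filter was run on the range of the ratios, since the ratios hold no levels, and the floor of 1 planned for linear values was not run.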

Differences from the paper's values

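The tests in this part chosen after the data were seen are the one-way analysis on linear ratios and the counts of miRNAs that pass in EBR against mock at either time.

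The paper gives 14 miRNAs past its threshold, without saying whether the p-values were adjusted. At the unadjusted threshold over the 4 groups limma's moderated F-test gave 29 of 43. The paper's methods describe the selected miRNAs as those that differ between mock and EBR, while a test over the 4 groups also responds to time, so it is not known whether both counts are of the same kind. For the test over the 4 groups, none of the alternatives set before the data were examined comes within 1.5 times of the paper's count. The one-way analysis of the methods on log2 ratios, with each miRNA's own spread, gave 22 and quantile normalization 23, and the others gave up to 35. On linear ratios, chosen after the values were seen, the one-way analysis gave 24, which drops 0 of the paper's 14 and adds 10 others. Counted instead as miRNAs past the unadjusted threshold in EBR against mock at 30 or 180 min, a count also chosen after the values were seen, limma gave 25, which drops 4 of the 14, and each miRNA's own spread gave 13, within 1.5 times of the paper's count, which drops 8 of the 14 and adds 7 others. At a single time the unadjusted counts ran from 9 to 26 at EBR30 and from 4 to 16 at EBR180 over the alternatives, with 15 after centring and 13 without EBR30 replicate 1 at EBR30, and 16 after centring or quantile normalization and 12 without either mock array at 30 min at EBR180.

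The fold changes printed in Table 1 are on the same scale as the deposited ratios. Taken as ratios of arithmetic means, 28 of the 28 fold changes were within 0.01 of the printed ones, with a largest difference of 0.00685, and the counts of higher and lower miRNAs match those in the text at both times.

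The paper's discussion gives miR395a as raised by EBR at both times. Its log2 fold change at EBR30 was -0.04 (adjusted p = 0.811 from limma), and no alternative called it higher at 30 min. The discussion gives miR824 as lowered by EBR. Its log2 fold change was 0.35 at EBR30 (adjusted p = 0.0257) and -0.10 at EBR180 (adjusted p = 0.735), and no alternative called it lower at either time. In Figure 4A the colour bar sets green at the positive end and red at the negative end, while miR395a, at 0.711 in mock and 1.14 in EBR180 relative to its median, is drawn green in the former and red in the latter, so the sign of the bar runs opposite to the deposited ratios.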

Other observations

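The comparisons between groups and times and their repeats under other scalings were chosen beforehand, and the simulation with array offsets before its outcome was known, while the other tests in this part, on calls lost by centring, on miRNAs lower in mock at 180 min and on the copper-linked list, were chosen after the results were seen.

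At EBR30 13 miRNAs were higher and 3 lower than in mock. An array-wide scaling of the mock arrays at 30 min is a candidate explanation for part of this imbalance. After centring, 9 of the 13 higher calls were no longer past the threshold. Whether those 9 reflect scaling or a broad response to EBR cannot be told apart, because centring removes both. The spread was also no longer common to all miRNAs after centring, which can by itself change a call. The lower call of miR398b was lost although its log2 fold change went from -0.51 to -0.67. The other 4 of the 13 higher calls kept their call and direction after centring, so scaling is not the whole cause. Offsets between arrays as large as those between duplicates, with an SD of 0.08 on the log2 scale, gave 16 or more calls in 1 of 100 simulations without an EBR effect. This bound rests on duplicates of the same group, and larger offsets between groups were not excluded.

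On the deposited scale more miRNAs differed between the mock groups than between the EBR groups. Between 30 and 180 min 28 of the 43 miRNAs passed the adjusted threshold in mock, 25 of them higher at 180 min, and 8 with EBR. After centring the counts were 15 and 12, and after quantile normalization 10 and 11, so that more miRNAs in mock than with EBR is not seen under every scaling. With each miRNA's own spread both counts were 0 after adjustment, with 14 and 3 unadjusted. Of the 14 miRNAs in Table 1, 13 passed in mock and 1 with EBR (7 and 1 after centring), and for 13 the change with time was larger in size in mock than with EBR. An array-wide difference that spares few miRNAs would leave nearly all of them higher at 180 min, and 5 of the 43 were lower in mock at 180 min than at 30 min. With so few exceptions, a difference between arrays and a broad change with time in mock seedlings cannot be told apart, because each array belongs to 1 time only.

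A hypothesis taken from the fall of miR397a at EBR30, which the paper links to copper homeostasis, was that other copper-linked miRNAs fell with it. The list held 6 miRNAs (miR397a, miR397b, miR398a, miR398b, miR408 and miR857), chosen from general knowledge after values were seen, and 5 of them were above 0.01 on some arrays. Values at 0.01 have no order, so only the 3 members above it on all arrays (miR397a, miR398a and miR398b) were ranked. Among the 43 tested miRNAs, with 1 the lowest EBR30 fold change, their mean rank was 7.33, where a random list has 22, and the share of lists of the same size with as low a mean rank was 0.0165 (one-sided exact enumeration). At EBR180 the ranked members lay toward the other end, with a mean rank of 34.3 where 43 is the highest. The share of lists with as high a mean rank was 0.0416 (one-sided exact enumeration). Since the falls of miR397a and miR398b at EBR30 led to the list, neither share decides whether the list responded as a group. Dim signal may be behind the pattern, and it cannot be told apart from a decrease. miR397a and miR398b were above 0.01 on all arrays, with log2 fold changes of -0.92 and -0.51 at EBR30, but a ratio to a miRNA's own median does not show its brightness, and for miR398b the mock arrays at 180 min differed by 0.70 on the log2 scale. miR408 and miR857 were at 0.01 on the 2 EBR30 arrays, but miR857 was also at 0.01 on 3 arrays of other groups and miR408 on 1. Not every member moved, as miR398a had a log2 fold change of 0.15 at EBR30 and -0.01 after centring. A joint fall of these miRNAs is therefore only a hypothesis.

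The families the paper discusses moved in different ways, given here as tested members higher than mock, without star strands. Both tested members of miR156 and the single tested members of miR160 and miR164 were higher at both times. All 3 tested members of miR169 were higher at EBR30 and 1 at EBR180. Both tested members of miR159 were higher at both times, but at EBR30 neither was after centring or quantile normalization. The single tested members of miR172, miR390, miR397 and miR399 were lower at EBR30 and higher at EBR180. The tested member of miR167 was higher at EBR30 and lower at EBR180. Of the miR395 members, miR395b was the one higher at EBR30 (log2 fold change 0.22, adjusted p = 0.150 from limma) and miR395a the one higher at EBR180. Apart from miR159 at EBR30, these counts were the same after array centring and after quantile normalization. Some of these directions rest on single arrays. At EBR30 the changes of miR395a, miR399b and the tested member of miR390 were close to 0 and changed sign without mock replicate 2 at 30 min, and those of miR399b and the miR390 member also without EBR30 replicate 1. At EBR180 the small changes of miR156h, miR159a and miR160a changed sign without EBR180 replicate 1, that of miR156h also without mock replicate 2 at 180 min, and that of the tested member of miR167 without EBR180 replicate 2.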
